A study of Ovis aries with 24 samples. Its data were reported in "Exploring the effects of Hippo signaling pathway on rumen epithelial proliferation" (2024).

How the data were processed

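Stomach tissue of male Hu lambs was profiled by RNA sequencing at 15 and 25 days of age, written d15 and d25. The labels name the epithelium of the rumen, reticulum, omasum and abomasum, and list 3 libraries for each chamber at each age. According to the study's methods, 3 lambs were sampled at each age. The labels do not say that a library number marks a lamb, so libraries were treated as separate samples, also in comparisons between chambers. With 3 lambs at each age, libraries of different chambers would share lambs, which these comparisons leave out of account. Per the labels, total RNA had an integrity number above 9 and libraries were made with the NEBNext Ultra kit.

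The authors deposited read counts per gene, with 1 column for each library and no normalization. The submitters' processing notes list CASAVA 1.4, TopHat2 2.0.13, Bowtie2 2.3.3.1, SAMtools 1.1 and HTSeq 0.9.1. The genome build, the annotation release and the strand setting of the counting are not given in the sources used here. The count table held 27054 genes and 5 summary categories written by HTSeq, which were left out of all tests. All 24 columns were matched to a label by name. Reads without a unique place in the genome took 24.8% to 40.8% of the counted reads and entered no gene, so genes with near-identical copies and overlapping or antisense genes are uncertain.

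The table gives Ensembl sheep gene IDs without gene names. The reference table supplied for this work matched 0 of these IDs, so no gene is named. The gene lists prepared before the data were examined, among them a Hippo pathway panel, could not be applied for this reason. In place of names, at most 2 IDs per direction and comparison are printed. They were the largest changes among the called genes with a mean of at least 5 CPM in 1 group for the effects of age, or at least 10 CPM in the higher chamber for the chambers. For the chambers, the libraries of both sides also had to be free of overlap. The rule was fixed before the data were examined for genes with a symbol, and its use for IDs followed from their absence.

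Counts were analysed with edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and a robust quasi-likelihood F test was used (two-sided). P values were adjusted with the Benjamini-Hochberg method over all genes tested, and every adjusted P in the text comes from this test unless another tool is named. The effect of age, d25 against d15, was tested in the 6 libraries of each chamber. Chambers were compared in a fit of all 24 libraries with 8 group means, with both ages weighted equally. The abomasum was compared with the mean of the rumen, reticulum and omasum, called the forestomach here. The same fit tested whether the age effect of each other chamber differed from that of the rumen. Genes with an adjusted P of 0.05 or less were counted, and between chambers a change of at least 2-fold was also required. Log2 fold changes are given with approximate standard errors (SE), the absolute log2 fold change divided by the square root of its F statistic. A prior count of 2 was used for log2 CPM only.

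Levels are given as CPM, the counts of a gene scaled to a fixed total of gene counts per library, as mean ± SD. A gene with 0 counts in a group was set to a floor of 3 counts over the group, and a gene with 1 to 3 counts was given as a ratio of CPM with an exact binomial interval of 95%. These intervals and floors cover counting error only. The share of counts in the 20 most abundant genes of a library was compared with a two-sided exact permutation test. Genes restricted to a chamber had at least 10 CPM in all its libraries and under 1 CPM in all others. The share of abundant genes and the restricted genes were chosen after the data were examined. Principal components were computed from log2 CPM in R, and other summaries in Python (numpy 2.4.6, scipy 1.17.1).

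The pipeline was tested on simulated counts with the spread and library sizes of the real data. Each gene had 1 mean over all libraries of a fit, without differences between groups other than those added. Of the genes with at least 1 CPM, 200 were changed by 2-fold or 4-fold. The changed genes recovered at 4-fold were 80% for the age effect in the rumen, 62% in the reticulum, 81% in the omasum and 68% in the abomasum. At 2-fold these shares were 31%, 6%, 16% and 4%. For the chambers, 86% to 94% were recovered at 4-fold and 32% to 42% at 2-fold. The latter share is limited by the 2-fold requirement itself, which removes genes estimated below it. For the differences between age effects, 43% to 54% were recovered at 4-fold and 3% to 8% at 2-fold. Between 1 and 9 unchanged genes were called in any of these tests. All recovered shares hold for fits with 200 changed genes. Where fewer genes change, the Benjamini-Hochberg limit is stricter and a smaller share would be recovered.

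The alternatives fixed before the data were examined were RLE size factors, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, another set of libraries in the fit, an unadjusted P for the effects of age, and each library left out in turn. Fits without a pair of omasum libraries that held abomasum transcripts were added after the data were examined. In a further step the libraries were regrouped at random or in all possible ways and refitted, with 10 splits for each age effect and 100 for every other comparison. Splits that exchange only same-numbered libraries of an age between chambers (32 for 2 chambers, 100 for the abomasum against the forestomach) were added after the data were examined.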

Results

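Transcript levels were measured in 24 libraries from the stomach of male Hu lambs. The rumen, reticulum and omasum form the non-glandular forestomach of ruminants, and the abomasum is the glandular stomach. Each chamber was represented by 3 libraries at d15 and 3 libraries at d25, which gave 8 groups of 3. The study asked whether the Hippo pathway takes part in the proliferation of the rumen epithelium before and after weaning. It also used lambs of other ages and cultured cells, which are not part of this series. The series places the rumen at d15 and d25 beside the other chambers of the stomach. Gene counts per library ranged from 10091214 (abomasum d25 replicate 2) to 13550353 (reticulum d15 replicate 1), with a median of 12166985. The number of genes with at least 1 count ranged from 16297 to 17598. Between libraries of one group, Spearman correlations across genes were 0.954 to 0.976 in 24 pairs, genes not being independent replicates. The squared differences within these pairs were 6.96 to 37.5 times those of sampling noise, and over all 276 pairs of libraries the lowest was 6.31 times, so no library was a copy of another.

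The main axis of variation between libraries set the abomasum apart from the other chambers. The first principal component held 62.1% of the variance and separated all 6 abomasum libraries from the rumen, the reticulum and 4 of the 6 omasum libraries. Omasum d15 replicate 3 and omasum d25 replicate 1 lay between these sets. In these libraries, 37 genes that had at least 20 CPM in all abomasum libraries and under 1 CPM in all rumen and reticulum libraries stood at a median of 38.2% (interquartile range 32.6% to 47.3%) and 12.8% (9.42% to 15.6%) of their abomasum mean. The other 4 omasum libraries held the same genes at 0.0702% or less. The counts of genes in comparisons with the omasum were therefore repeated without both libraries, a step added after the data were examined.

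**Figure D1:**
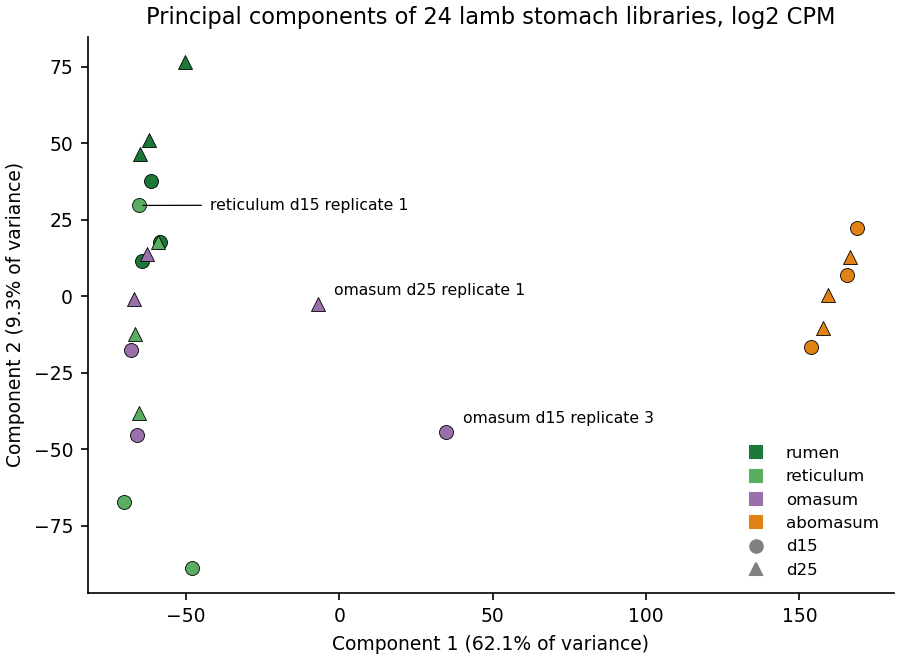
Principal components of log2 CPM for 24 libraries, with component 1 (62.1% of the variance) on the horizontal axis and component 2 (9.32%) on the vertical axis. Each point is a library, colours mark the chamber and symbols the age, and omasum d15 replicate 3 and omasum d25 replicate 1 lie between the other forestomach libraries and the abomasum.

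**Figure D2:**
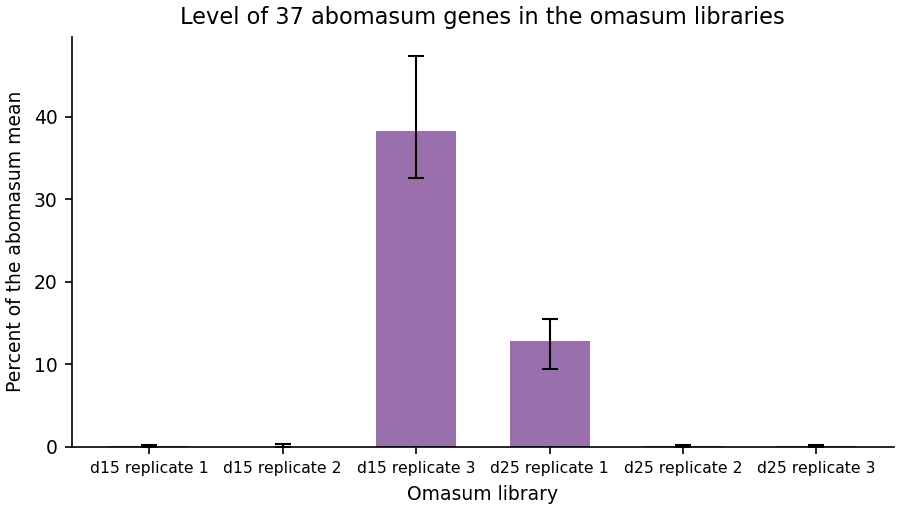
Level of 37 genes in each of the 6 omasum libraries, as percent of the mean of the 6 abomasum libraries. The genes had at least 20 CPM in all abomasum libraries and under 1 CPM in all rumen and reticulum libraries. Bars are medians over genes and lines are interquartile ranges, and d15 replicate 3 and d25 replicate 1 stand at 38.2% and 12.8%.

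The abomasum differed from the forestomach in 4627 of 15414 genes tested, of which 2387 were significantly higher and 2240 significantly lower (edgeR, adjusted P of 0.05 or less, at least 2-fold). Without the requirement on fold change, 9020 genes passed. Changes of at least 8-fold were counted for 1392 genes, 691 of them higher and 701 lower. ENSOARG00000019851 reached 12252 ± 3525 CPM in the abomasum (n = 6), against 1.66 ± 1.71 CPM in the rumen (n = 6) and 0.877 ± 1.28 CPM in the reticulum (n = 6). Its log2 fold change was 10.99 ± 1.47 (SE, edgeR adjusted P = 4.04e-06), and 14.91 without the pair of omasum libraries with abomasum transcripts. ENSOARG00000010715 reached 28651 ± 6813 CPM in the abomasum, against 4.51 ± 5.59 CPM in the rumen. Its log2 fold change was 10.79 ± 1.56 (edgeR adjusted P = 9.64e-06), and 14.50 without both omasum libraries.

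In the opposite direction, ENSOARG00000017016 had 913 ± 717 CPM over the 18 forestomach libraries and 3 counts in all abomasum libraries together. The ratio of CPM was 21038 (95% interval 7199 to 102016). ENSOARG00000025555 had 193 ± 182 CPM in the forestomach and 0 counts in the abomasum. With the floor of 3 counts over the group it was 4416-fold lower there (lower 95% limit of the ratio 3591). Both genes were significantly lower in the abomasum (edgeR adjusted P = 1.13e-06 and 5.93e-06). In addition, 69 genes had at least 10 CPM in all libraries of the rumen, reticulum and omasum and under 1 CPM in all libraries of the abomasum. No gene met the same rule for the abomasum alone over all libraries (0 genes), and 51 genes met it when both omasum libraries were left out. At least 10 CPM in all 24 libraries was found for 6087 genes.

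A small number of genes took a large part of the abomasum counts. The 20 most abundant genes of a library held 33.3% ± 7.60 of its gene counts in the abomasum (SD, n = 6) and 12.3% ± 3.06 in the forestomach (SD, n = 18). A two-sided exact permutation test that took all 24 libraries as independent gave P = 1e-05 (rounded). With 3 lambs at each age by the study's methods, libraries of different chambers would share lambs. This test leaves that out of account, so its P holds only if they do not. Within the abomasum, the share was 38.3% ± 4.16 at d15 and 28.3% ± 7.26 at d25 (n = 3 each). This difference did not pass the test (two-sided exact permutation P = 0.2, with 0.1 the smallest value this design allows).

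**Figure D3:**
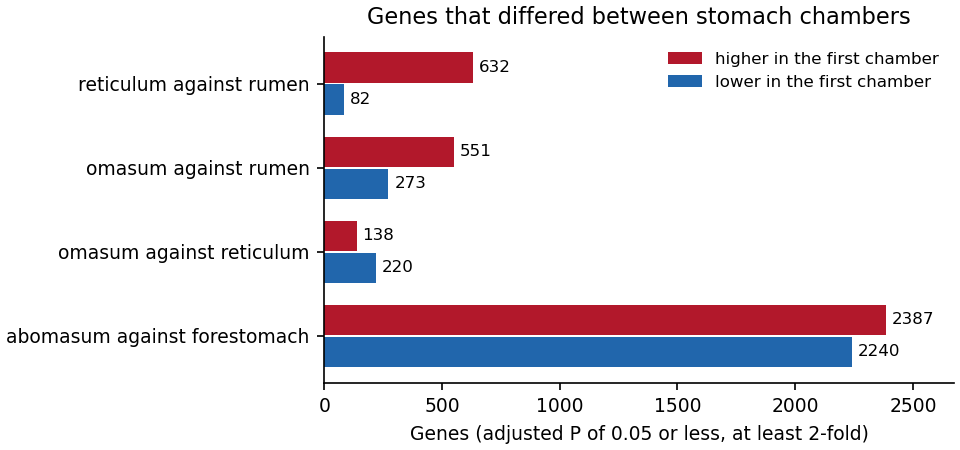
Number of genes that differed between chambers at an edgeR adjusted P of 0.05 or less and at least 2-fold, with both ages weighted equally (horizontal axis, genes). Red bars give genes higher and blue bars genes lower in the chamber named first, and the abomasum differed from the forestomach in 2387 and 2240 genes.

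Compared with the rumen, the reticulum had 632 significantly higher and 82 significantly lower genes (714 of 15414, edgeR). ENSOARG00000014072 was nearly absent from the rumen, with 0.487 ± 0.306 CPM (n = 6), and stood at 130 ± 43.4 CPM in the reticulum (n = 6). Its log2 fold change was 8.11 ± 0.34 (SE, edgeR adjusted P = 8.81e-12). It was higher in all 6 reticulum libraries than in any rumen library, which the rule for printed IDs required. ENSOARG00000014318 was also higher in the reticulum (15.9 ± 15.9 against 0.105 ± 0.105 CPM). ENSOARG00000019961 fell from 81.6 ± 33.6 CPM in the rumen to 16.4 ± 5.0 CPM in the reticulum (log2 fold change −2.31 ± 0.33), and ENSOARG00000007110 from 62.0 ± 33.2 to 16.4 ± 6.02 CPM (−1.82 ± 0.30). The count of genes depended on single libraries. It was 1221 without reticulum d15 replicate 1, 387 without reticulum d15 replicate 3, 428 without reticulum d25 replicate 1, 462 without rumen d15 replicate 2 and 441 without rumen d25 replicate 3. With only the libraries of both chambers in the fit, 381 genes were called.

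The omasum had 551 significantly higher and 273 significantly lower genes than the rumen (824 of 15414, edgeR). ENSOARG00000014072 was again among the largest increases, at 209 ± 49.5 CPM in the omasum (n = 6, log2 fold change 8.77 ± 0.35, edgeR adjusted P = 2.79e-12). In the abomasum this gene had 27.2 ± 10.3 CPM. ENSOARG00000021086 rose from 0.382 ± 0.390 CPM in the rumen to 55.2 ± 38.3 CPM in the omasum. ENSOARG00000006903 fell from 123 ± 135 CPM in the rumen to 0.803 ± 0.652 CPM in the omasum (log2 fold change −6.70 ± 0.80), and ENSOARG00000002395 from 275 ± 115 to 12.1 ± 3.51 CPM (−4.54 ± 0.35, edgeR adjusted P = 2.24e-07). Without the pair of omasum libraries with abomasum transcripts, 547 genes differed, 329 higher and 218 lower. Leaving out omasum d25 replicate 1 alone gave 543 genes.

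The reticulum and omasum shared part of their differences from the rumen. Of the 632 and 551 genes higher than in the rumen, 161 were higher in both, where lists drawn independently would share 22.6. Of the 82 and 273 lower genes, 55 were lower in both (independent lists 1.45), and 0 genes went in opposite directions, with the rumen libraries shared. Both comparisons used the same rumen libraries, which alone gave a correlation of log2 fold changes across genes of 0.494 in simulated data without any difference, against 0.469 observed. The covariance was 0.347 observed and 0.0719 simulated. The simulated data gave 0 genes in each single list, so an overlap could not arise. They do not show how much the shared rumen libraries add to the overlap. With separate rumen libraries for each comparison, 6 and 23 genes were higher in both and 4 and 13 were lower in both, for the 2 ways of assigning them. The lists were shorter in these fits. The 6 came from 8 genes higher in the reticulum and 188 in the omasum (independent lists 0.0935), and the 23 from 265 and 118 (1.94). The 4 came from 7 and 130 lower genes (0.0566), and the 13 from 24 and 158 (0.236). In these fits 0 and 4 genes went in opposite directions, and the correlation of log2 fold changes was 0.525 and 0.208.

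Between the omasum and the reticulum, 358 genes differed, 138 higher and 220 lower in the omasum (edgeR). ENSOARG00000002037 was higher in the omasum, at 21.5 ± 12.5 against 2.19 ± 1.1 CPM (n = 6 each, log2 fold change 3.28 ± 0.43). ENSOARG00000011750 was lower (0.181 ± 0.113 against 26.9 ± 30.2 CPM, log2 fold change −6.83 ± 1.19), as was ENSOARG00000019329 (33.3 ± 12.1 against 599 ± 397 CPM, −4.21 ± 0.60). ENSOARG00000012728, the largest increase, had 1106 counts in the omasum and 1 in the reticulum. Without the pair of omasum libraries with abomasum transcripts it had 38 counts, a ratio of CPM of 64.0 (95% interval 10.8 to 2592), and its abomasum level was 143 ± 52.3 CPM. Without these libraries 73 genes differed in all, 25 higher and 48 lower.

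This count moved by more than 1.5 times when any of 9 single libraries was left out. It rose to 759 without reticulum d15 replicate 1 and fell to 89 without reticulum d15 replicate 3. It was 211 without reticulum d15 replicate 2, and 134, 148 and 230 without reticulum d25 replicates 1, 2 and 3. It was 151 without omasum d15 replicate 3, and 97 and 225 without omasum d25 replicates 1 and 3. The balance of directions turned without omasum d15 replicate 1 (216 higher, 154 lower) and without omasum d15 replicate 2 (179 higher, 132 lower). With only the libraries of both chambers in the fit, 87 genes were called, 25 higher and 62 lower. DESeq2 called 744 genes.

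From d15 to d25, 5 of 13905 genes changed in the rumen, 3 upwards and 2 downwards (edgeR). ENSOARG00000015485 was significantly increased from 2.88 ± 0.613 CPM at d15 to 21.2 ± 8.84 CPM at d25 (n = 3 each), with a log2 fold change of 2.91 ± 0.34 (SE, edgeR adjusted P = 0.0437). ENSOARG00000008946 was increased from 106 ± 17.5 to 311 ± 53.8 CPM (1.56 ± 0.19). ENSOARG00000002535 was significantly decreased from 76.5 ± 9.94 to 16.6 ± 4.4 CPM (−2.17 ± 0.21, edgeR adjusted P = 0.0215), and ENSOARG00000007614 from 54.3 ± 1.23 to 19.5 ± 1.06 CPM (−1.46 ± 0.14). At an unadjusted P of 0.05, 1767 genes passed, 929 up and 838 down, where chance would give 695. DESeq2 called 349 genes, among them the 5 called by edgeR. The count was 21 without d15 replicate 1, 1 without d15 replicate 2, 2 without d25 replicate 1, 3 without d25 replicate 2, and 0 without d15 replicate 3 or d25 replicate 3. Each of the 4 genes given here missed the threshold in 4 or 5 of these 6 fits, with its direction the same.

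In the reticulum, edgeR called 0 of 14268 genes between d15 and d25. At an unadjusted P of 0.05, 599 genes passed, 304 up and 295 down, fewer than the 713 that chance would give, and DESeq2 called 57. Without reticulum d15 replicate 1, edgeR called 86 genes, 72 increased and 14 decreased. That library held the largest share of reads without a unique place (40.8%). The gene increased in the rumen, ENSOARG00000015485, stood at 1.07 ± 0.367 CPM at d15 and 10.1 ± 5.49 CPM at d25 in the reticulum (n = 3 each, log2 fold change 3.24 ± 0.56), without passing the threshold (edgeR adjusted P = 0.591). In simulated counts, 62% of genes with a 4-fold change were recovered for this comparison.

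In the omasum, 1 of 14116 genes changed. ENSOARG00000013833 increased from 6.29 ± 0.916 CPM at d15 to 27.4 ± 2.70 CPM at d25 (n = 3 each, log2 fold change 2.19 ± 0.17, edgeR adjusted P = 0.0390). This call was lost (0 genes) when any single library was left out and when both omasum libraries with abomasum transcripts were left out, with fold changes between 2.12 and 2.3 on the log2 scale. At an unadjusted P of 0.05, 1899 genes passed, 939 up and 960 down, where chance would give 706, and DESeq2 called 185.

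In the abomasum, 2 of 13780 genes changed, both upwards. ENSOARG00000017412 had 3 counts in all d15 libraries together and 1193 ± 1080 CPM at d25 (n = 3), a ratio of CPM of 14236 (95% interval 4871 to 69034, edgeR adjusted P = 0.00732). Its counts at d25 were 3542, 24232 and 9989. In the forestomach this gene had at most 4 counts in any library. ENSOARG00000002483 had 0 counts at d15 and 21.1 ± 6.97 CPM at d25 (edgeR adjusted P = 0.0114). With the floor of 3 counts over the group it was 257-fold higher at d25 (lower 95% limit of the ratio 209). ENSOARG00000017412 missed the threshold without d15 replicate 1 or d15 replicate 2, and ENSOARG00000002483 without d25 replicate 1 or d25 replicate 2. The count was 1 without d15 replicate 1, d25 replicate 1 or d25 replicate 2. At an unadjusted P of 0.05, 646 genes passed, fewer than the 689 that chance would give, and DESeq2 called 51.

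**Figure D4:**
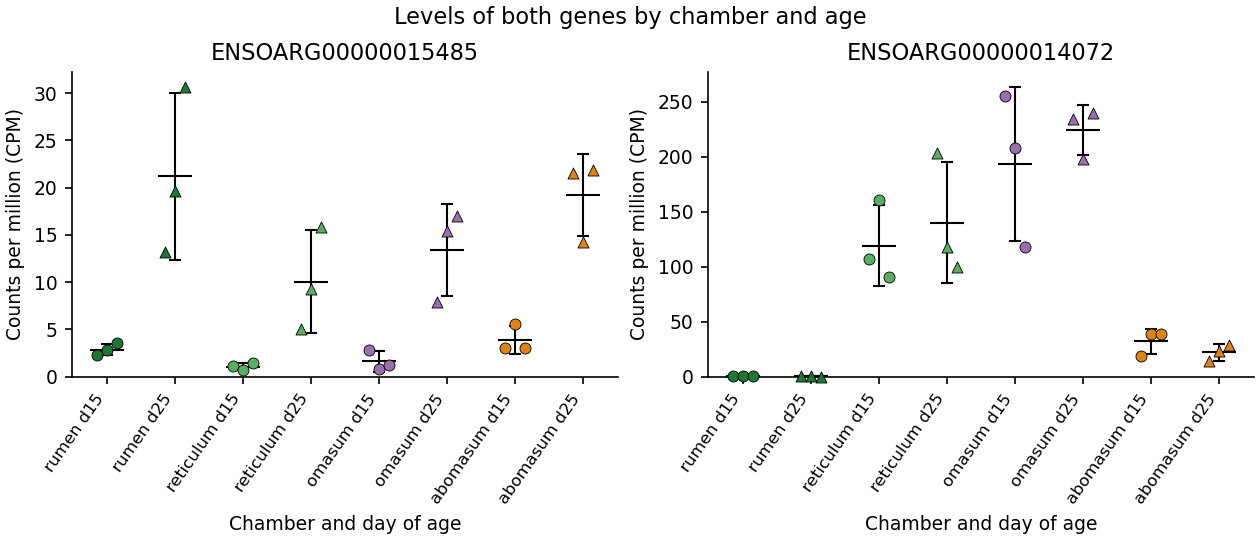
Levels of ENSOARG00000015485 (left) and ENSOARG00000014072 (right) in CPM on the vertical axis, by chamber and day of age. Points are libraries, and lines give the mean and SD of 3 libraries. The first gene stood at 2.88 CPM at d15 and 21.2 CPM at d25 in the rumen, and the second stood at 0.487 CPM in the rumen against 130 CPM in the reticulum and 209 CPM in the omasum.

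The test of whether the age change differed from that of the rumen called 0 genes for the reticulum and 0 for the omasum (edgeR, 15414 genes). At an unadjusted P of 0.05, 384 and 732 genes passed, fewer than the 771 that chance would give, and DESeq2 called 4 and 14. For the abomasum, 5 genes changed differently with age than in the rumen, 3 with a higher and 2 with a lower change in the abomasum. At an unadjusted P of 0.05, 1287 genes passed (771 by chance), and DESeq2 called 52. Among them was ENSOARG00000017412, described above for the abomasum (edgeR adjusted P = 0.0155). ENSOARG00000010206 stood at 0.616 ± 0.125 CPM at d15 and 6.68 ± 2.63 CPM at d25 in the abomasum, and at 2.88 ± 1.52 and 1.35 ± 0.355 CPM in the rumen (n = 3 each, difference in log2 fold change 4.09 ± 0.58, edgeR adjusted P = 0.0133). ENSOARG00000007716 stood at 10.4 ± 2.3 and 7.14 ± 0.904 CPM in the abomasum and at 4.70 ± 0.381 and 11.4 ± 2.63 CPM in the rumen (difference −2.15 ± 0.36). ENSOARG00000011387 stood at 130 ± 13.2 and 101.2 ± 10.2 CPM in the abomasum and at 122 ± 22.1 and 278 ± 115 CPM in the rumen (−1.92 ± 0.30). The count was 0 without rumen d15 replicate 3, 2 without rumen d15 replicate 2 or abomasum d25 replicate 3, and 3 without abomasum d15 replicate 3 or abomasum d25 replicate 1. With only the libraries of both chambers in the fit, 2 genes were called, and 0 of them were among the 5.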

Values the study reported

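Citing its authors' earlier work, the study described the rumen as growing slowly early on, at 1.46 g/d between d10 and d24. The rumen then grew quickly, at 9.00 g/d between d24 and d38. Over that second period its weight went from 32.82 g to 158.74 g. For the genes it followed in the rumen epithelium, the study gave a correlation of 0.459 between sequencing and qPCR values.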

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

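The tests in this part were fixed before their results were seen, apart from the count of splits that held the same grouping of the abomasum. The effect of age differed between the abomasum and the rumen for 5 genes (edgeR, test of the difference itself), 3 with a higher and 2 with a lower change in the abomasum. Of 100 splits of the libraries into ages within each chamber, 5 gave at least as many genes with the real one included, so chance was not excluded. The highest of the other splits gave 37 genes, and it was reached when abomasum d15 replicates 1 and 3 and abomasum d25 replicate 1 were set against the other 3 abomasum libraries. A count several times the real one points to a structure of the samples other than age, but this grouping of the abomasum gave 0 genes in 5 of the 10 splits that held it, more than the real count in 4, and 0 genes in the test of the abomasum alone, so the count also depended on how the rumen was grouped and no structure was tested. A few genes taking a large part of the counts were tested as a source. The 20 most abundant genes of each abomasum library (27 genes, 23.4% to 43.1% of counts) were left out of the library sizes and scaling. After this step 5 of the 5 genes were still called. The TMM scaling of the main fit already trims extreme genes, so the step could change little and does not decide the question. A difference in development between the glandular and the non-glandular chambers stays open and was not tested.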

How the results depend on the processing

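Fits without the pair of omasum libraries with abomasum transcripts, the other numbers of abundant genes and the higher CPM limit for abomasum genes were chosen after the data were examined, and all other alternatives before. The Hippo panel and the gene lists were not run because the IDs could not be paired with names. For the abomasum against the forestomach, a fit of only the compared chambers is the same as the fit of all 24 libraries. Its count was 4599 to 5258 under these alternatives and 4569 to 4778 with any library left out, against 4627. RLE moved the median log2 fold change by at most 0.0395. Of 63 counts under alternatives other than a left-out library, 35 were within 1.5 times the count reported. For the printed IDs, 417 of 481 values kept their direction and side of the threshold, 64 kept the direction but missed the threshold, and 0 reversed.

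For the age effect in the rumen (5 genes), the count was 21 with RLE, 37 without a filter, 349 with DESeq2, 8 with all 24 libraries in the fit and 1767 at an unadjusted P of 0.05. In the reticulum (0 genes, edgeR), it was 57 with DESeq2, 2 with all libraries and 599 unadjusted. In the omasum (1 gene), it was 185 with DESeq2, 0 with all libraries, 0 without the pair of omasum libraries and 1899 unadjusted. In the abomasum (2 genes), it was 6 without a filter, 51 with DESeq2, 6 with all libraries and 646 unadjusted. For the difference of age effects from the rumen, DESeq2 gave 4 genes for the reticulum (0 with edgeR, 384 unadjusted), 14 for the omasum (0 with edgeR, 732 unadjusted) and 52 for the abomasum (5 with edgeR), which fell to 2 with only the compared chambers. Between chambers, a fit of only the compared chambers gave 381 genes for reticulum against rumen (714) and 87 for omasum against reticulum (358). The latter was 227 without a filter, 744 with DESeq2 and 73 without the pair of omasum libraries, and omasum against rumen (824) was 547 without them. The causes of these shifts were not tested, and some of these fits also held fewer libraries.

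With each library left out in turn, the age effect ranged from 0 to 21 genes in the rumen, 0 to 86 in the reticulum, 0 to 0 in the omasum and 1 to 2 in the abomasum. The ranges were 387 to 1221 for reticulum against rumen, 543 to 947 for omasum against rumen and 89 to 759 for omasum against reticulum. For the abomasum interaction the range was 0 to 7, and for the others it was 0 to 0. The count of 86 came without reticulum d15 replicate 1, and the ranges 387 to 1221 and 89 to 759 without reticulum d15 replicates 3 and 1.

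Whether the replicate numbers pair the libraries was checked over 36 pairs of same-numbered libraries of an age. The correlation of their deviations had a median of 0.231 and ranged from −0.0796 to 0.618, with 28 pairs over 0.1. For rumen with omasum and for reticulum with omasum all 6 pairs were over 0.1, and for rumen with reticulum 5 of 6. In 28 of 36 pairs the own number gave the best match, a hint from the data and not from the design. With the number as a replicate block, the age effect gave 2 genes in the rumen (0 shared with the 5), 0 in the omasum, 0 in the reticulum and 2 in the abomasum. Between the ages, the deviations of same-numbered libraries of a chamber correlated below 0 in 10 of 12 pairs (lowest −0.679), so the numbers give no ground for pairing the ages. The block changed no other count by more than 1.5 times.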

Other observations

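Of the tests in this part, those on the source of abomasum transcripts and on labels swapped with an abomasum library, the exchange and rumen-label tests of reticulum d15 replicate 1, the first test of a missing part of its wall, the concordance of age changes in the forestomach, the splits for the age effects and for the abomasum against the forestomach, and all splits between same-numbered libraries were chosen only after the result was seen.

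The age changes of the forestomach chambers were positively correlated across genes. Over 11394 genes, which are not independent replicates, the log2 fold changes from d15 to d25 correlated at 0.50 between rumen and reticulum, 0.33 between rumen and omasum and 0.49 between reticulum and omasum, with a mean of 0.441. In the same order, 61.5%, 55.2% and 65.2% of genes had the same direction. All values with the omasum here include the pair of libraries with abomasum transcripts, and were not repeated without them. Only 10 of 4000 splits of the libraries within the chambers (0.25%) gave a mean correlation as high. Of the 10 splits that kept the same numbers together in the 3 chambers, 2 reached it, the highest of the others being 0.476. An age change shared by the forestomach may account for the concordance, but lambs that differ from one another in all chambers could give the same, and these data leave this open. For the abomasum, the mean correlation with the 3 forestomach chambers was −0.0558, and 57238 of 80000 splits (71.5%) reached it, so age changes of the abomasum shared with the forestomach were not detected. In single genes, ENSOARG00000015485 had a higher CPM in all d25 libraries than in all d15 libraries within each of the 4 chambers. Chance gives such a separation in 1 direction for 5% of genes in 1 chamber, and the adjusted P passed the threshold in the rumen only.

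The first pattern weighed was the place of omasum d15 replicate 3 and omasum d25 replicate 1 towards the abomasum. Labels swapped with an abomasum library were argued against, since forestomach genes (51 to 61, at least 20 CPM in rumen, reticulum and the other 4 omasum libraries, and under 1 CPM in 4 abomasum libraries) stood at a median of 0.0504% or less of their forestomach level in both abomasum libraries left out of the choice, for all 15 pairs. RNA of the abomasum in these libraries may explain the pattern, since the 37 abomasum genes stood at nearly one share, 38.2% in the former and 12.8% in the latter, and at 0.0702% or less in the other 4. Another 52 genes, at least 20 CPM in rumen and reticulum and under 1 CPM in the abomasum, stood at 46.0% of their level in the other omasum libraries in the former, and at 82.9% in the latter, a value close to the 85.2% of omasum d15 replicate 2, so a decrease was seen in the former only. Whether that RNA came from the same-numbered abomasum stays open: the abomasum genes of omasum d25 replicate 1 correlated at 0.976 with abomasum d25 replicate 1 (0.905 with the next library), while omasum d15 replicate 3 gave 0.926 with its own and with another library.

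The second pattern was reticulum d15 replicate 1, in which 124 genes higher in the other 5 reticulum libraries than in rumen and omasum were a median 4.73-fold lower than in those libraries. Labels swapped with rumen d15 replicate 1 and a rumen library under a reticulum label were argued against by 5 genes only. These were higher in the other reticulum than in the rumen libraries. In reticulum d15 replicate 1 they stood at 10 CPM or more and at least 10-fold above all other rumen libraries. Any rumen library held at most 2 such genes (5 against 0 at 20-fold). Among the 5 was ENSOARG00000014072, at 107 CPM in it and 0.298 CPM in rumen d15 replicate 1. Other values went the other way. Across 572 genes higher in the reticulum, it stood near the rumen, at 0.0226 between rumen (0) and reticulum (1). Rumen d15 replicate 1 stood at 0.450 (other rumen libraries −0.120 to 0.257). Genes higher in both reticulum and omasum stood at 0.140 in reticulum d15 replicate 1. With the labels of both libraries exchanged, 870 genes were called for reticulum against rumen, against 714 with the given labels. An omasum library under a reticulum label stays open. Genes higher in reticulum and rumen than in the omasum stood at 0.279 between omasum (0) and reticulum (1). Genes higher in the omasum than in both stood at 0.368 between reticulum (0) and omasum (1), nearer the reticulum. A part of the reticulum wall absent from the piece sampled also stays open, since the reticulum genes stood at −0.202 but the shared genes did not stay at reticulum level. A part of the wall that varies between the pieces sampled stays open too. In 16 libraries of the other chambers, 97 of the 124 genes varied together (mean correlation 0.359, against at most 0.155 in 1000 random gene sets). Of 552 other genes higher in the reticulum than in the rumen, 51.4% followed the score of these genes there, against 5.77% of all genes. Within the groups of the other chambers, the mean log2 level of the 124 genes differed most in rumen d15. It was highest in rumen d15 replicate 1, the library at 0.450. Labels swapped with that library could raise these genes together in it, so the test cannot tell varying pieces from a swap. Reads placed at more than one site stay open: with their share as a covariate 72 genes were called for age in the reticulum, as predicted, but the library had a leverage of 0.932 in that model, so the covariate acted almost like leaving it out (86 genes), a limit set after the count was seen.

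These 6 explanations for reticulum d15 replicate 1 were tried in steps, and those of varying wall pieces and of swapped labels took the place of earlier ones after their values were seen. The tests for both rumen labels, and the genes for the labels swapped with an abomasum library, were set anew after the values of earlier choices had been seen. The test for both rumen labels was the last of several choices of genes and limits tried. Most of the others placed this library near the rumen, so the argument against both labels rests on a few genes. The groups that the design gives for both patterns, chamber and age, do not part these libraries from the others, so no biological explanation was tested.

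Other splits of the libraries were refitted for every count of genes. For the age effects there are 10 splits, too few for a share under 0.05. The real split gave 5 genes in the rumen (1 of 10 splits as high, highest other 2), 0 in the reticulum (10 of 10, highest other 0), 1 in the omasum (2 of 10, highest other 1) and 2 in the abomasum (1 of 10, highest other 0). With 100 splits each, only the real split reached the count for omasum against rumen (824 genes, 1 of 100 as high, highest other 101) and abomasum against forestomach (4627, 1 of 100, highest other 1538). The same held when only same-numbered libraries of an age were exchanged (1 of 32, highest other 73, and 1 of 100, highest other 3128). These are the smallest shares the splits allow, so chance was made unlikely for both but not excluded. All splits kept the pair of omasum libraries with abomasum transcripts, without which 547 genes differed for omasum against rumen. For reticulum against rumen (714 genes) and omasum against reticulum (358), 2 of 100 and 1 of 100 splits were as high (highest other 870 and 7). With exchanges between same-numbered libraries, 2 of 32 were as high in both (6.25%, highest other 870 and 454), so chance was not excluded. The highest of these splits exchanged reticulum d15 replicate 1 with rumen d15 replicate 1 and with omasum d15 replicate 1. The 100 splits treat libraries that would share lambs as independent, so they cannot settle this. For the difference of age effects from the rumen, 100 of 100 splits reached the 0 genes called for the reticulum (highest other 47) and for the omasum (highest other 2). The split with 47 genes points to a structure of the samples other than age, but its grouping of the reticulum gave 0 genes in 10 of the 11 splits that held it and 0 in the test of the reticulum alone, and no structure was tested.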
